A study of Pantherophis guttatus with 6 samples. Its data were reported in "Candidate genes underlying hypomelanistic morphs in squamate reptiles" (2025).

How the data were processed

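The samples are 6 libraries of poly(A) RNA from dorsal skin of single corn snake embryos at embryonic day 40, assigned by the submitters' labels to the homozygous hypomelanistic group (3 libraries) or to the wild-type group (3 libraries). The study describes the embryos as siblings of a single clutch, and the labels give neither sex nor batch. According to the study's methods and the submitters' processing notes, a stranded mRNA kit was used, read pairs were aligned to the CU assembly of the corn snake genome with STAR 2.7.10b, and uniquely mapped pairs were counted per gene with featureCounts of Subread 2.0.6. The strand setting of the counting is not given in the sources used here, so values of overlapping and antisense genes are uncertain. The file deposited by the authors is a table of raw read counts per gene with no normalization. The table gives the coordinates used here, in the CU assembly.

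The table held 25735 lines, of which 4 were broken. They belong to *DST* and *MACF1*, each split over 2 lines, and these 2 genes were left out (0.108% to 0.135% and 0.0472% to 0.0542% of the counts of a library). The other 25731 genes were used. Genes named by an identifier with LOC (11866) were looked up by that number in the annotation of a newer assembly (ASM5975653v1, *Pantherophis guttatus* Tessera), used only for names and for which chromosome a gene lies on. It held 8684 of them and gave a symbol to 537. For another 79, the newer symbol contradicted the name in the table, and the table's name was kept. No gene of the mitochondrial genome was found by name in the table, so the list planned for it was not tested.

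Total counts per library were between 29958657 and 38541392, and differences between libraries were read against the spread between embryos, since counting error at this depth is smaller for most genes. Pairs of libraries differed by more than sampling noise, with a chi-square per degree of freedom of 23.3 to 76.3, so no library was treated as a duplicate. Normalization factors came from TMM, and genes were kept by filterByExpr, which left 17025. The main test was the edgeR 4.0.16 quasi-likelihood test between the genotypes without covariates, in R 4.3.3, with Benjamini-Hochberg adjustment over all tested genes at 0.05. Its prior had 3.24 degrees of freedom and the biological coefficient of variation was 0.17. CPM values are given as mean ± SD per group, and log2 fold changes with their SE. Log2 CPM for components, scaffolds and gene lists used a prior count of 2. The exact two-sided permutation tests used all 20 assignments of the 6 libraries to the groups.

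Interval genes are those whose annotated span overlaps the interval that the study mapped on the scaffold of *TYR*. They were adjusted over all genes and over the list alone, and calls inside and outside the interval were compared with Fisher's exact test. Fixed before the data were examined were 22 gene lists, for melanin synthesis, melanosome biogenesis and transport, melanophore regulators, xanthophores, iridophores and purine synthesis, Wnt targets, lysosomes, oxidative stress, Schwann cells, neurons, skeletal muscle, fibroblasts, basal and differentiated keratinocytes, endothelium, erythroid and myeloid cells, mural cells, the cell cycle, early stress genes and Z-linked genes. The pigmentation list of the study and ribosomal protein genes were tested with them, 24 lists in all. The melanin synthesis list holds *TYR* and LOC117677954, and the biogenesis, transport and lysosome lists hold *BACE2*, *SYTL2* and *CTSC*. The study had reported these genes from the same libraries, so their passes are not independent evidence. The rule for ribosomal proteins, every symbol with the prefix RPL or RPS and a digit, matched 75 genes. After the data were seen, 11 of them were removed because they encode kinases or a binding protein, which left 64. Lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01 and with an estimated correlation, and with fry, adjusted over the lists.

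The genes named in the text were chosen by a rule set before the data were examined. It took *TYR*, interval genes past the threshold, *FZD4*, *RAB38*, *NOX4* and *CTSC* whatever their result, up to 10 genes in each direction with the largest fold among non-overlapping genes past the threshold, and the 5 genes with the smallest p. It also took the 3 genes that the study picked (*BACE2*, *SYTL2* and LOC117677954), list members past the threshold, and up to 4 members per list by smallest p. Other genes, such as *TYRP1*, *OCA2*, *PMEL*, *MITF*, *SOX10* and *KIT*, are named as list members of known function and were chosen after their values were seen.

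Principal components were computed on the 500 most variable genes. Medians over scaffolds were taken for those with at least 50 tested genes, and a scaffold was set apart where 1 library lay more than 0.3 from the median of the others. Alternatives planned beforehand were the size factors of DESeq2, no filter and a stricter filter on low counts (1 CPM in 3 libraries), the DESeq2 1.42.0 Wald test, limma-voom, the replicate number as a block, 1 surrogate variable from sva 3.50.0, a test against a log2 fold change of 0.5, an interval wider by 1 Mb on each side, 2000 or all genes or the variance stabilizing transformation for components, and leaving out each library. Ranges over 13 alternatives cover those that gave values for single genes, which are the size factors, both filters, DESeq2, limma-voom, the block, the surrogate variable and the 6 libraries left out in turn. Further alternatives were chosen after seeing the data and are named as such.

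The edgeR and DESeq2 steps were tested on simulated data for the comparison of the genotypes, drawn for the 17025 tested genes with 200 genes changed in each of 2 draws. At true folds of 1.5, 2, 4 and 8, edgeR called 30%, 68%, 94% and 98% of changed genes and DESeq2 52%, 78%, 98% and 98%. Of 33650 unchanged genes in those draws, edgeR called 17 and DESeq2 87. In a draw of the 17025 genes with no gene changed, edgeR called 3 genes and DESeq2 21. In a separate draw with 20 lists of 20 genes, in which the genes of 1 list were moved by a fold of 1.41, camera called that list and 0 others.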

Results

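RNA was sequenced from the dorsal skin of 6 corn snake (*Pantherophis guttatus*) embryos at embryonic day 40, of which 3 were homozygous hypomelanistic and 3 were wild-type. Hypomelanistic corn snakes carry less melanin than wild-type animals. According to the study, the embryos were siblings from a single clutch, so each sample is a separate animal and parental background is shared. The comparison asks which transcripts differ in embryonic skin between the genotypes, and whether they include genes of the interval that co-segregated with the trait. Total counts ranged from 29958657 in wild-type 2 to 38541392 in hypomelanistic 3. Of 25731 genes with a complete entry in the count table, 17025 had enough counts to be tested. *COL1A1*, a collagen chain of the dermis, took the largest share of counts in each library, from 4.51% to 5.06%. The 20 genes annotated as ribosomal RNA took 10.2%, 11.7% and 13.5% of counts in hypomelanistic libraries 1, 2 and 3, and 7.39%, 7.5% and 8.83% in wild-type libraries 1, 2 and 3.

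*TYR* was strongly downregulated in hypomelanistic skin. This gene encodes tyrosinase, the enzyme of the rate-limiting step of melanin synthesis. Its expression averaged 37.2 ± 4.66 CPM (counts scaled by library size; SD, n = 3) in wild-type embryos and 4.97 ± 0.178 CPM (SD, n = 3) in hypomelanistic embryos, which is 13.4% of the wild-type mean. The hypomelanistic values lay between 4.78 and 5.13 CPM, and the wild-type values between 34.5 and 42.6 CPM. The log2 fold change was −2.90 ± 0.115 (SE), with an edgeR adjusted p of 0.000415 and all 3 hypomelanistic embryos below all 3 wild-type embryos. An exact two-sided permutation test of the 6 values gave p = 0.1, which is the smallest value that 3 against 3 samples can give. *TYR* spans positions 3163719 to 3235830 of scaffold NW_026844016.1 in the CU assembly.

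Beyond *TYR*, edgeR called *NAALAD2-like*, *VWA3B* and *RPL35A-like*, while DESeq2 called 85 genes in the same libraries. *NAALAD2-like* (LOC117660188), annotated after a peptidase that cleaves N-acetylated dipeptides, fell from 17.8 ± 0.410 CPM in wild-type to 5.82 ± 0.189 CPM in hypomelanistic embryos (SD, n = 3 each). *VWA3B*, which encodes a protein with a von Willebrand factor A domain, fell from 3.17 ± 0.582 CPM to 0.3 ± 0.0971 CPM. *RPL35A-like* (LOC117659923), annotated after a protein of the large ribosomal subunit, rose from 77.2 ± 7.15 CPM to 304.8 ± 51.0 CPM. With *TYR*, these were the 4 genes past an edgeR adjusted p of 0.05, 1 of them higher and 3 lower in hypomelanistic embryos, and the groups did not overlap for any of them. The log2 fold changes (± SE) and edgeR adjusted p-values were −1.61 ± 0.092 and 0.00286 for *NAALAD2-like*, −3.38 ± 0.306 and 0.0367 for *VWA3B*, and 1.98 ± 0.134 and 0.00632 for *RPL35A-like*.

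The call of *VWA3B* ended without hypomelanistic 2 (edgeR adjusted p = 0.207), without hypomelanistic 3 (0.302), and without wild-type 1 (0.102), 2 (0.255) or 3 (0.253), and *VWA3B* did not pass with limma-voom (0.0830), in a range from 7.55e-14 to 0.624 over 13 alternatives. That of *RPL35A-like* ended without wild-type 1 (0.0539), 2 (0.0797) or 3 (0.0967), in a range from 1.82e-39 to 0.119. *RPL35A-like* (LOC117659923) has a copy of similar annotation, LOC132709994, and its value is uncertain. The first copy held 10.9% ± 0.214 of the reads of the pair in wild-type embryos and 36.5% ± 0.411 in hypomelanistic embryos (SD, n = 3 each), while the log2 ratio of their sum was 0.23.

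At an unadjusted p under 0.05, edgeR placed 958 genes where 851 would be expected by chance. The groups did not overlap for 2071 genes, or 12.2% of those tested, where chance gives 10% for 3 against 3 samples. DESeq2, the tool of the study, called 85 genes, 45 higher and 40 lower, and these included all 4 edgeR genes. Its own filter on low counts was left at the default level and not set to 0.05. The study does not give this setting, so 85 need not repeat its count. Among the 17887 genes that DESeq2 kept for adjustment, 927 had an unadjusted p under 0.05 where chance gives 894, and among all 22699 genes with a DESeq2 p-value 946 did where chance gives 1135. Of the DESeq2 calls, 17 were ribosomal RNA genes, all higher in hypomelanistic embryos and all on a scaffold other than that of *TYR*. Once ribosomal RNA genes were left out, DESeq2 called 56 genes, 24 higher and 32 lower. Without hypomelanistic 1 it called 102. Both alternatives were chosen after seeing the data. The count was 3 with limma-voom, without *VWA3B*. The edgeR count was 10 without hypomelanistic 1, and 2 without wild-type 2 or without wild-type 3.

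**Figure D1:**
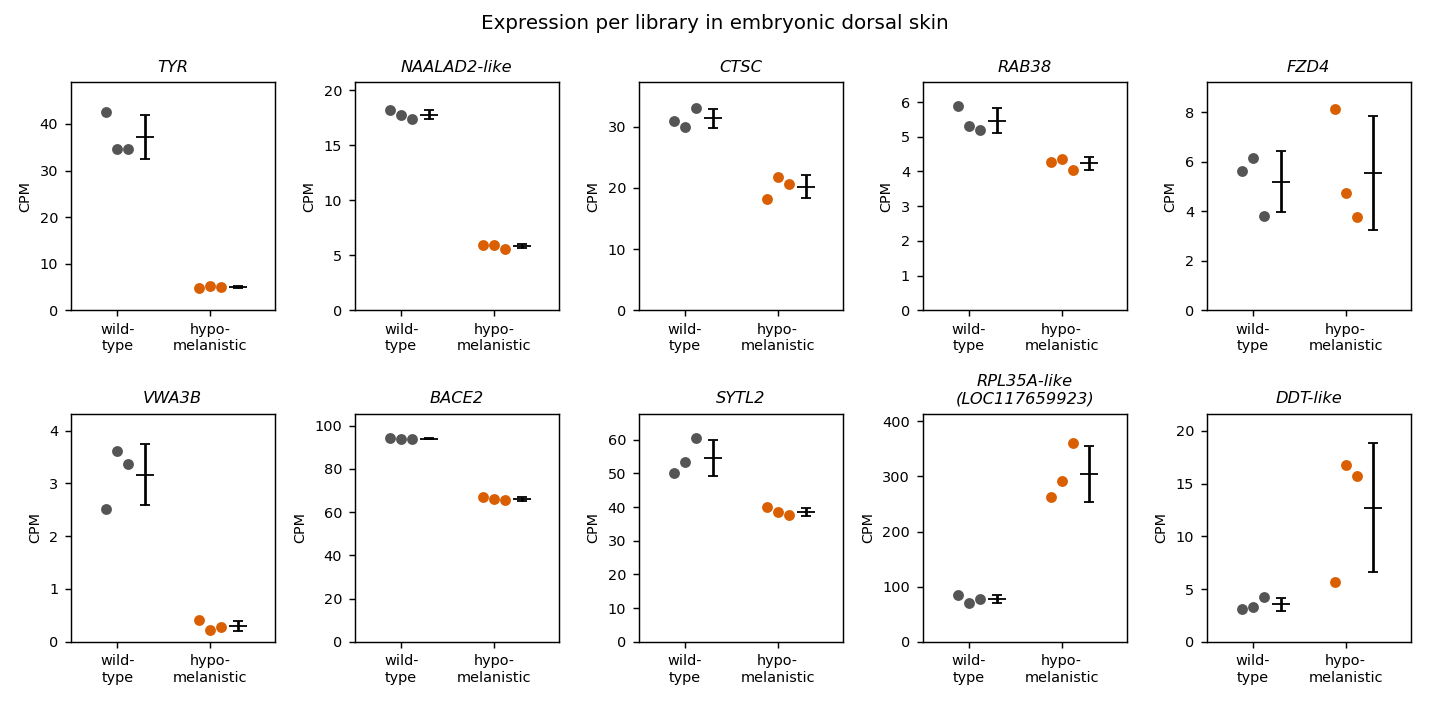
Expression in CPM of genes named in the text, with each point 1 embryo and bars giving the mean and SD of 3 wild-type or 3 hypomelanistic embryos. *TYR* lies between 34.5 and 42.6 CPM in wild-type embryos and between 4.78 and 5.13 CPM in hypomelanistic embryos.

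The interval that co-segregated with hypomelanism held mostly genes with lower expression in hypomelanistic skin. By the coordinates of the CU assembly, 16 annotated genes overlapped it on scaffold NW_026844016.1, from the start of *EED* at 1873356 to the end of *CHORDC1* at 3571709. Of the 14 that could be tested, 11 were lower and 3 were higher in hypomelanistic embryos, with a median log2 fold change of −0.38. Poorer alignment of reads from the hypomelanistic haplotype cannot be told apart from lower expression here. *TYR* and *NAALAD2-like* fell when adjusted over all genes. Adjusted over the list alone, 9 interval genes passed by edgeR, all of them lower: *TYR*, *NAALAD2-like*, *CTSC*, *FOLH1-like* (LOC117660097), *CHORDC1*, *EED*, *ME3*, *TMEM135* and *RAB38*. DESeq2 called 8 of these over the list alone, without *RAB38*. The interval was mapped for this trait and *TYR* is the gene proposed for it, so the counts over the list alone are not independent evidence.

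*CTSC*, which encodes the lysosomal protease cathepsin C, averaged 31.3 ± 1.62 CPM in wild-type and 20.2 ± 1.82 CPM in hypomelanistic embryos (SD, n = 3 each), a log2 fold change of −0.63 ± 0.092. Its edgeR adjusted p was 0.207 over all genes and 0.000908 over the list alone, and ranged from 4.85e-05 by DESeq2 to 0.689 over 13 alternatives. *FOLH1-like*, annotated after another peptidase of the family of NAALAD2, had a log2 fold change of −0.68 ± 0.132 and an edgeR adjusted p of 0.507, with a range from 0.00816 by DESeq2 to 0.986. *RAB38*, a small GTPase that carries melanin-synthesizing enzymes to melanosomes, had a log2 fold change of −0.37 ± 0.131, with edgeR adjusted p-values of 0.828 over all genes and 0.0389 over the list alone, and a DESeq2 adjusted p of 0.0541 over the list alone. *FZD4*, a Wnt receptor, averaged 5.20 ± 1.22 CPM in wild-type and 5.55 ± 2.29 CPM in hypomelanistic embryos, and its log2 fold change of 0.09 ± 0.314 (edgeR adjusted p = 0.967) turned to −0.29 without hypomelanistic 1 and to −0.08 without wild-type 3. *NOX4*, an NADPH oxidase next to *TYR*, averaged 0.492 ± 0.105 CPM and 0.545 ± 0.167 CPM, and its log2 fold change of 0.15 ± 0.345 turned to −0.12 without hypomelanistic 3.

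By Fisher's exact two-sided test, calls were more frequent inside the interval than elsewhere for edgeR (2 of 14 genes against 2 of 17011, p = 3.76e-06). The same exact test gave p = 5.32e-07 for DESeq2 (4 of 14 genes against 80 of 17011). With the interval wider by 1 Mb on each side, the exact p was 9.55e-06 for edgeR (2 of 22 genes against 2 of 17003) and 8.43e-10 for DESeq2 (6 of 22 against 78 of 17003). The excess was not confined to the interval, since 24 of the 380 tested genes on the scaffold of *TYR* were DESeq2 calls. The 14 tested interval genes held 4 of these calls, a larger share than over the whole scaffold. The embryos were grouped by genotype at this interval, which was mapped for the trait, and its genes were inherited together. They are not independent trials, so these exact p-values are not independent evidence. *SYTL2*, which lies 145.7 kb from the nearest interval gene and encodes a synaptotagmin-like effector of RAB27 proteins, averaged 54.6 ± 5.29 CPM in wild-type and 38.7 ± 1.21 CPM in hypomelanistic embryos. *SYTL2-like* (LOC132710294) lies within its span on the opposite strand (log2 fold change −0.30 ± 0.211), so the value of *SYTL2* is uncertain. For *SYTL2* the log2 fold change was −0.50 ± 0.084, with an edgeR adjusted p of 0.365 and a range from 0.00251 by DESeq2 to 0.865 over 13 alternatives.

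**Figure D2:**
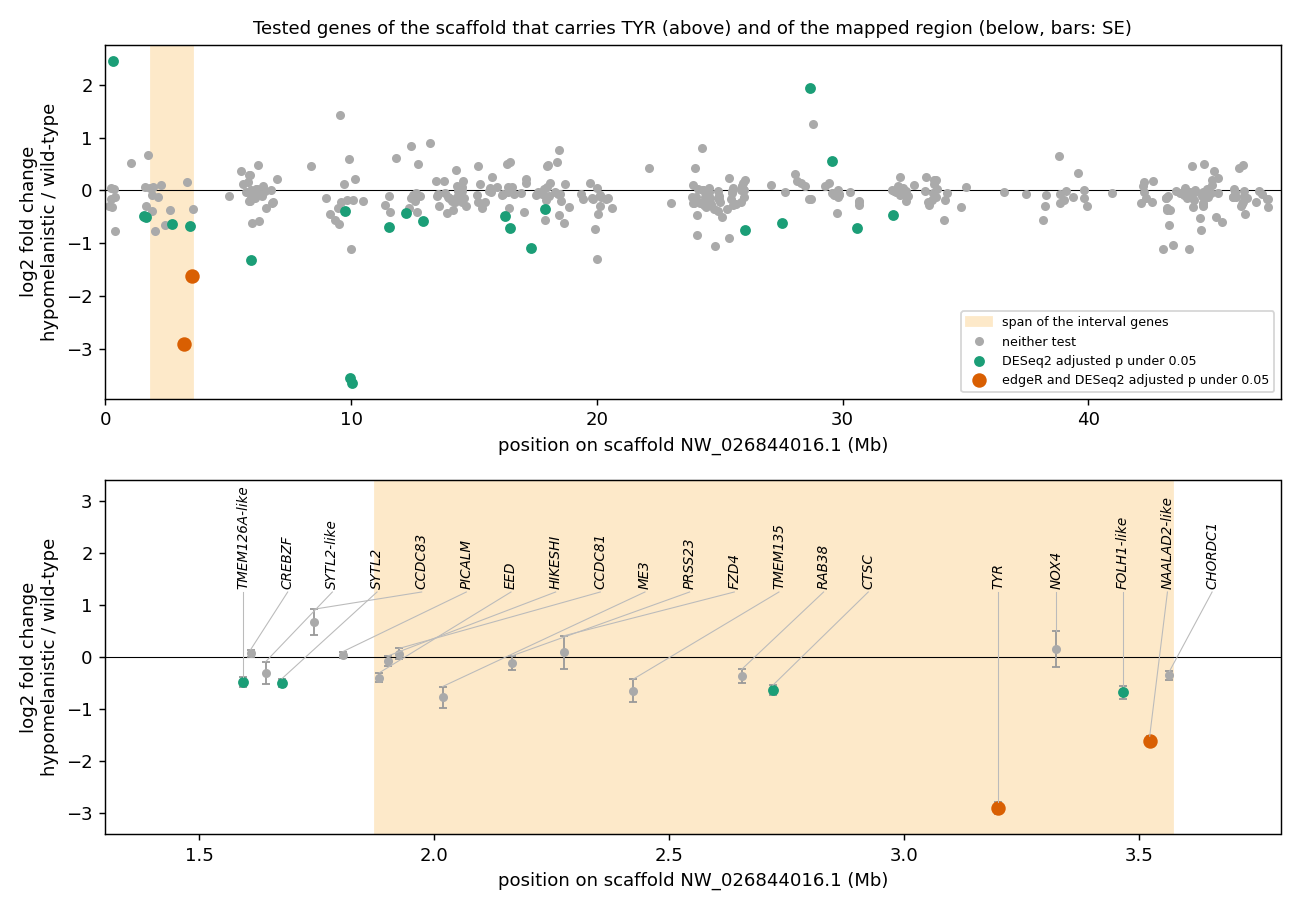
Log2 fold change (hypomelanistic against wild-type) of tested genes by position in Mb along scaffold NW_026844016.1 of the CU assembly, with the span of the interval genes shaded and bars in the lower panel giving the SE. *TYR* at −2.90 and *NAALAD2-like* at −1.61 are the interval genes past the edgeR threshold over all genes.

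Among melanin synthesis genes, *TYR* fell and a *DDT-like* gene rose, while the other members did not pass. Of 14 measured members, 7 were higher and 7 lower, 1 passed over all genes by edgeR (*TYR*; 2 by DESeq2) and 2 passed adjusted over the list alone (*TYR* and the *DDT-like* gene LOC117677954). *TYRP1* and *DCT*, the tyrosinase-related enzymes of eumelanin synthesis, averaged 245.4 ± 21.5 and 149.9 ± 16.4 CPM in wild-type embryos and 222.2 ± 46.1 and 130.2 ± 24.6 CPM in hypomelanistic embryos, with log2 fold changes of −0.14 ± 0.154 and −0.20 ± 0.148. *OCA2*, a melanosomal anion transport protein, averaged 20.2 ± 2.81 and 20.6 ± 3.01 CPM. The *DDT-like* gene, named after D-dopachrome tautomerase, averaged 3.54 ± 0.643 CPM in wild-type and 12.7 ± 6.13 CPM in hypomelanistic embryos, a log2 fold change of 1.85 ± 0.397 with an edgeR adjusted p of 0.629. It passed the edgeR threshold without hypomelanistic 1 (adjusted p = 0.0153), in a range from 0.00043 by DESeq2 to 0.986 over 13 alternatives.

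Melanosome biogenesis genes were not shifted as a group. Of 30 measured members, 13 were higher and 17 lower, 0 passed over all genes by edgeR (1 by DESeq2), and 1 passed adjusted over the list alone. That gene was *BACE2*, the protease that processes the melanosome matrix protein PMEL, at 94.0 ± 0.355 CPM in wild-type and 66.1 ± 0.893 CPM in hypomelanistic embryos. Its log2 fold change was −0.51 ± 0.052, with an edgeR adjusted p of 0.0674 and a range from 1.59e-09 by DESeq2 to 0.624 over 13 alternatives. *PMEL* itself averaged 1179 ± 61.4 and 1163 ± 52.4 CPM. Of 16 melanosome transport genes, 9 were higher and 7 lower, 0 passed over all genes by edgeR (1 by DESeq2), and 2 passed adjusted over the list alone. These were *SYTL2*, which was lower, and *RAB27A*, the GTPase that tethers melanosomes to actin motors, at 4.44 ± 0.381 CPM in wild-type and 7.64 ± 1.61 CPM in hypomelanistic embryos (log2 fold change 0.78 ± 0.181, edgeR adjusted p = 0.740 over all genes and 0.0261 over the list alone). The study picked *BACE2*, *SYTL2* and the *DDT-like* gene from these libraries, so their counts here are not independent evidence.

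Regulators of melanophores, the dark pigment cells, did not pass in either direction. Of 17 measured members, 6 were higher and 11 lower, and 0 passed by edgeR or DESeq2, over all genes or adjusted over the list alone. *MITF*, the transcription factor at the head of the melanophore program, averaged 29.5 ± 5.28 CPM in wild-type and 28.6 ± 2.06 CPM in hypomelanistic embryos. *SOX10* averaged 40.4 ± 0.394 and 39.6 ± 0.937 CPM, and *KIT* 130.9 ± 17.3 and 121.7 ± 16.7 CPM. The neural crest factors *ZEB2* and *SOX9* had the smallest p-values of the list, with log2 fold changes of −0.18 ± 0.072 and 0.24 ± 0.098. Of the 505 genes of the pigmentation list that the study compiled, 295 were matched and 281 tested, with 118 higher and 160 lower and the rest at 0.00. In that list, 1 gene passed over all genes by edgeR (3 by DESeq2), and 3 passed adjusted over the list alone by edgeR (*TYR*, *BACE2* and *SYTL2*). DESeq2 called 4 adjusted over the list alone, with *RAB27A* (adjusted p = 0.0171) as the further gene. The study drew its candidates through this list, so the count is not independent evidence.

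Genes of the other chromatophores were not shifted either. Xanthophore genes were 6 higher and 6 lower of 12, with *CSF1R*, a receptor needed for xanthophores, at −0.54 ± 0.287 and *GCH1*, which begins pteridine synthesis, at 0.81 ± 0.510 (log2 fold change ± SE). Iridophore and purine synthesis genes were 9 higher and 8 lower of 17, with *PFAS* at 0.28 ± 0.126 and *LTK* at 0.17 ± 0.116. Wnt targets were 10 higher and 6 lower of 16, with *DKK1* at −0.58 ± 0.348 and *MSX1* at 0.53 ± 0.446. In these 3 lists 0 genes passed over all genes or adjusted over the list alone, by edgeR or DESeq2.

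Markers of the other cell types of skin showed small differences that did not pass as groups. Fibroblast genes were 3 higher and 10 lower of 13, with a median log2 fold change of −0.16, and included *DPT* (−0.35 ± 0.114), *POSTN* (−0.48 ± 0.198) and *LUM* (−0.27 ± 0.140). Mural and smooth muscle genes were 1 higher and 4 lower of 5, and adjusted over the list alone *CNN1* (−0.45 ± 0.099, edgeR adjusted p = 0.0119) and *ACTA2* (−0.42 ± 0.140, edgeR adjusted p = 0.0486) passed, against 0 over all genes. Lysosome genes were 7 higher and 13 lower of 20, and *CTSC* alone passed over the list (1 gene; 0 over all genes by edgeR and 1 by DESeq2). Skeletal muscle genes were 5 higher and 15 lower of 20 and varied widely within both groups, as for *TTN* at 134.8 ± 79.7 CPM in wild-type and 111.4 ± 59.7 CPM in hypomelanistic embryos. Myeloid genes were 2 higher and 7 lower of 9, with *C1QC* at −0.30 ± 0.158.

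Basal keratinocyte genes were 4 higher and 3 lower of 8, with the rest at 0.00 and *TP63* at 0.29 ± 0.108. Differentiated keratinocyte genes were 6 higher and 8 lower of 14, with *EVPL* at −0.18 ± 0.075 and *PKP3* at 0.14 ± 0.067. Endothelial genes were 6 higher and 9 lower of 15, with *EGFL7* at 0.23 ± 0.066 and *KDR* at −0.25 ± 0.119. Erythroid genes were 6 higher and 4 lower of 10, with *GATA1* at −0.46 ± 0.431. Schwann cell genes were 4 higher and 5 lower of 9, with *FABP7* at −1.16 ± 0.446, and neuronal genes were 2 higher and 4 lower of 6, with *PRPH* at −0.51 ± 0.177. Cell cycle genes were 6 higher and 16 lower of 22, with *MKI67* at −0.20 ± 0.076 and *PLK1* at 0.20 ± 0.090. Oxidative stress genes were 4 higher and 8 lower of 12, with *FTL-like* at 0.58 ± 0.199 and *NFE2L2* at −0.14 ± 0.066, and early stress genes were 5 higher and 8 lower of 13, with *HSPA8* at −0.22 ± 0.122. Ribosomal protein genes were 49 higher and 15 lower of 64, with a median log2 fold change of 0.05 and *RPS9* at 0.25 ± 0.102. Hypomelanistic libraries also had the higher share of ribosomal RNA, and whether the 2 are related was not tested. Apart from *CNN1*, *ACTA2* and *CTSC*, 0 members of these lists passed by edgeR over all genes or adjusted over the list alone. DESeq2 called 1 further member, *FTL-like*, adjusted over the list alone.

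In camera tests of all 24 lists, 0 passed. With the preset correlation between genes, adjusted p-values ranged from 0.154 (fibroblast, mural and ribosomal protein genes, with unadjusted p-values of 0.00716, 0.0147 and 0.0193) to 0.993, with 0.167 for lysosome genes (unadjusted 0.0279). With an estimated correlation, adjusted p ranged from 0.953 to 0.996, and the unadjusted p-values of the fibroblast, mural, ribosomal protein and lysosome lists were 0.209, 0.0676, 0.664 and 0.251. The directional test of fry gave adjusted p-values from 0.140 to 0.996. The mixed test of fry, which takes changes in either direction and does not compare a list with other genes, gave unadjusted p-values of 2.99e-06 for melanin synthesis, 5.40e-07 for melanosome biogenesis, 0.000157 for melanosome transport and 2.08e-05 for the pigmentation list of the study. These lists include *TYR*, *BACE2* or *SYTL2*, which the study reported from the same libraries, so these values are not independent evidence. The mixed test gave 0.0127 for mural genes, 0.0346 for neuronal genes and 0.0890 or more for the other lists. Single libraries moved some camera results past the threshold, with adjusted p-values of 0.00505 without hypomelanistic 2 and 0.0392 without wild-type 1 for fibroblast genes, and 0.0224 without hypomelanistic 2 for lysosome genes. Ribosomal protein genes passed without hypomelanistic 1 (0.000892), hypomelanistic 2 (0.0224) or wild-type 1 (0.00274), myeloid genes without wild-type 1 (0.0109), and skeletal muscle genes without wild-type 3 (0.00761) and, in the other direction, without hypomelanistic 1 (0.0311). The direction of ribosomal protein genes turned to lower, without passing, when hypomelanistic 3 (0.655) or wild-type 2 (0.771) was left out.

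**Figure D3:**
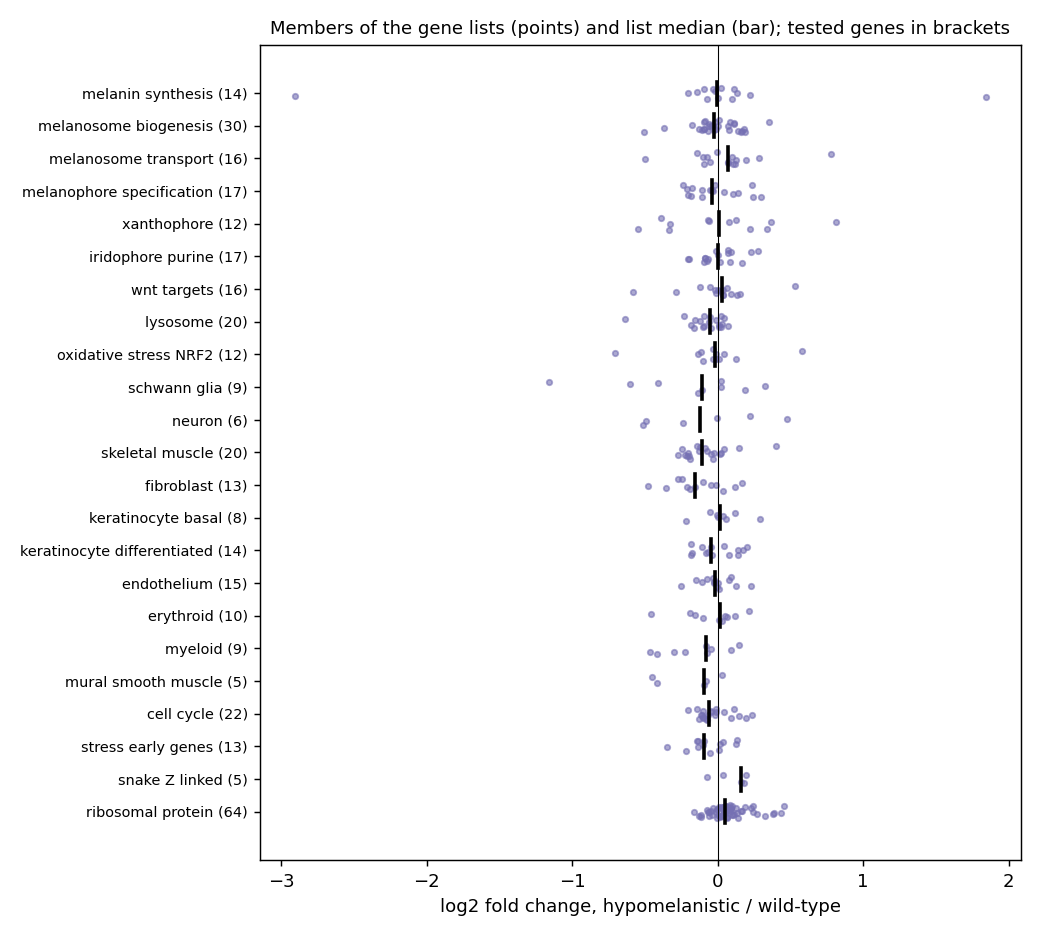
Log2 fold change (hypomelanistic against wild-type) of the measured members of each gene list, with each point 1 gene and the median of each list marked. *TYR* at −2.90 lies far below the other members of the melanin synthesis list, whose median is −0.01.

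The largest axis of variation among the 6 embryos did not follow genotype. In a principal component analysis of the 500 most variable genes, hypomelanistic 1 lay at 32.6 on the first component, which held 35.9% of the variance, and the other embryos lay between −11.2 and 1.58 (exact permutation p = 0.5 for the genotypes). The second component held 19.6% of the variance (exact permutation p = 0.9). On the third, which held 17.3%, all 3 hypomelanistic embryos lay above all 3 wild-type embryos, and the exact permutation p of 0.1 is the smallest that 3 against 3 samples can give.

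Hypomelanistic 1 also stood apart over whole scaffolds. Of 62 scaffolds with at least 50 tested genes, 5 scaffolds with 1294 genes had median log2 CPM values in hypomelanistic 1 that were 0.40 to 0.80 above the median of the other 5 embryos, against −0.17 to 0.07 on the rest. Among these 5 is scaffold NW_026844015.1, which carries *WAC*, *KLF6*, *TAX1BP1* and *RAB5A*, genes listed beforehand as linked to the snake Z chromosome. Z-linked genes were 4 higher and 1 lower of 5 between the genotypes, with *CTNNB1* at 0.18 ± 0.154, and 0 passed by edgeR or DESeq2, over all genes or adjusted over the list alone. The value of *CTNNB1* is uncertain, as LOC132708869 on the scaffold of *WAC* has counts within 1% of it in all libraries. The *DDT-like* gene and *CTNNB1* also lie on 1 of the 5 scaffolds, NW_026844099.1. For the *DDT-like* gene, however, hypomelanistic 1 had the lowest value of the hypomelanistic embryos, 5.68 CPM against 16.8 and 15.7 CPM. Wild-type embryos had 3.08 to 4.27 CPM. With the 5 scaffolds left out, an alternative chosen after seeing the data, edgeR called the same 4 genes. These 4 lie on other scaffolds, so that run says little about how hypomelanistic 1 affects the calls. Without that embryo, edgeR called 10 genes.

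**Figure D4:**
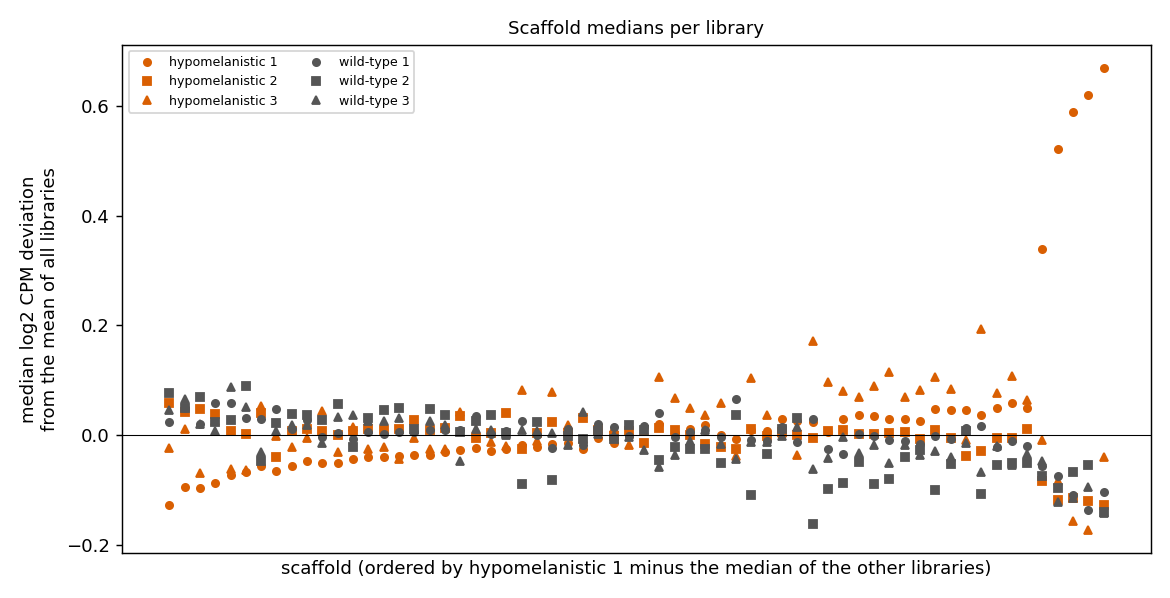
Median deviation of log2 CPM from the mean of the 6 embryos over the tested genes of each scaffold, with each point 1 embryo and scaffold. Hypomelanistic 1 lies 0.40 to 0.80 above the median of the other 5 embryos on 5 scaffolds.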

Values the study reported

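The study counted 81 genes with different expression in the skin of the 2 genotypes, and 4 of these lay in the co-segregating interval. It described that interval as running from 1.85 to 3.85 Mb on its Super-scaffold 344, with co-segregation above 85.6% and 16 genes. Its first principal component held 46% of the variance and was ascribed to the sex of the embryos. A set of 505 pigmentation genes was compiled from gene ontology terms.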

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

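Chosen after seeing the data were the runs without ribosomal RNA genes, without the 5 scaffolds on which hypomelanistic 1 stood apart, with a robust prior, with DESeq2 without hypomelanistic 1, without *TYR* in its list, with the wider ribosomal protein list and with other settings for scaffold medians. In the 13 alternatives that gave values for single genes, *TYR* passed in 13 (log2 fold change −2.96 to −2.80) and *NAALAD2-like* in 12 (−1.63 to −1.58), and both were also called in the test against a log2 fold change of 0.5 and in each added count of genes. Against the 4 genes of the main edgeR test, DESeq2 called 85, DESeq2 without ribosomal RNA genes 56, DESeq2 without hypomelanistic 1 102, the fit with 1 surrogate variable 11, and the fits without 1 library 2 to 10. The surrogate variable set hypomelanistic 1 (−0.911) apart from the other libraries (0.149 to 0.213). That fit therefore largely repeats the run without hypomelanistic 1 and is not a separate line of evidence. Against 2 interval genes, DESeq2 called 4, and of the named genes (4 past) it called 9, with 2 to 5 past without 1 library. The cause of these shifts was not tested. The simulated draws also gave more DESeq2 calls than edgeR calls, and this held for wrong calls too. Of 33650 unchanged genes, DESeq2 called 87 and edgeR 17. With the replicate number as a block, 1 gene (*TYR*), 1 interval gene and 1 named gene passed. Correlations of same-numbered libraries were −0.08, 0.11 and −0.01, so the numbers do not pair the embryos. Against 0 lists, 1 passed with the surrogate variable and 0 to 3 without 1 library. With the surrogate variable, camera adjusted p reached 0.000942 for ribosomal proteins (0.953 at an estimated correlation without that variable). In that fit the direction turned for melanin synthesis (0.828), Wnt targets (0.471), skeletal muscle (0.113), differentiated keratinocytes (0.861), endothelium (0.904) and Z-linked genes (0.676). It also turned for *FZD4* (−0.26), *CNP* (−0.006), *TTN* (0.023), *NEB* (0.024), *TNNI2* (0.105) and *CTNNB1* (−0.01). Without *TYR* in its list, and without the surrogate variable, melanin synthesis turned direction as well (camera adjusted p = 0.767). Without 1 library, camera adjusted p ranged from 0.511 to 0.955 for melanin synthesis, 0.418 to 0.955 for Wnt targets, 0.00761 to 0.955 for skeletal muscle, 0.368 to 0.813 for differentiated keratinocytes, 0.771 to 0.955 for endothelium, 0.472 to 0.955 for Z-linked genes and 0.000892 to 0.771 for ribosomal proteins. It ranged from 0.664 to 0.977 for iridophores, 0.0224 to 0.625 for lysosomes, 0.00505 to 0.554 for fibroblasts, 0.417 to 0.977 for basal keratinocytes, 0.0783 to 0.977 for erythroid genes, 0.440 to 0.985 for melanophore regulators, 0.719 to 0.985 for xanthophores, 0.0109 to 0.843 for myeloid genes, 0.237 to 0.955 for the cell cycle and 0.279 to 0.977 for Schwann cells. With all libraries and an estimated correlation, 0 lists passed (0.953 to 0.996). Over the same runs the log2 fold change changed sign for *FZD4* (−0.29 to 0.31), *NOX4* (−0.12 to 0.32), *CNP* (−0.025 to 0.294), *TTN* (−0.70 to 0.26), *NEB* (−0.64 to 0.29), *TNNI2* (−0.61 to 0.24), *CTNNB1* (−0.03 to 0.29), *WAC* (−0.203 to 0.005), *GATA1* (−0.73 to 0.12), *TAL1* (−0.359 to 0.031), *SNAP25* (−0.76 to 0.14) and *MYOD1* (−0.069 to 0.79). With 2000 genes the second component had an exact permutation p of 1 and turned direction, and with no filter on low counts the gap of hypomelanistic 1 on the scaffold of *WAC* was 0.67. Depth limits *NOX4*, whose 12 to 27 counts per library left an SE of 0.345, and *GRM5*, with 1 to 10 counts, which was not tested.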

Other observations

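The genes below were chosen after their values were seen, as were the 3 tests on the chromosome of *TYR* and the 2 tests on hypomelanistic 1. The genes of this paragraph were called by DESeq2 and not by edgeR, and values are wild-type and then hypomelanistic means ± SD (n = 3 each). *MMP3-like* (LOC117664145), annotated after a matrix metalloproteinase, averaged 2.30 ± 0.784 and 0.192 ± 0.0771 CPM (DESeq2 adjusted p = 9.12e-09, edgeR 0.114). *MMP13-like* (LOC117660875) averaged 3.32 ± 4.17 and 0.263 ± 0.0529 CPM (DESeq2 adjusted p = 0.00359, edgeR 0.828), with a wild-type SD above the mean. *COL19A1*, a collagen chain, averaged 25.7 ± 2.29 and 14.7 ± 1.1 CPM (DESeq2 adjusted p = 3.25e-07, edgeR 0.116). *CYP1B1-like* (LOC117671886), annotated after a cytochrome P450, averaged 7.57 ± 0.728 and 2.59 ± 0.981 CPM (DESeq2 adjusted p = 4.85e-05, edgeR 0.373).

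Genes with small p-values were concentrated on the chromosome that carries *TYR*, which is chromosome 5 of the newer assembly. Of the 100 genes with the smallest edgeR p, 89 had a chromosome and 44 of these (49.4%, exact binomial 95% interval 38.7% to 60.2%) lay on it, against 5.4% of tested genes, and they included *BACE2*, *VWA3B*, *SYTL2* and *MMP3-like*. A response of expression to low *TYR* that ignores position would give a share near 5.4%, and the observed share argues against it as the whole explanation. The binomial interval is too narrow, since it treats the 44 genes as independent. Of these, 33 lie on the scaffold of *TYR*, and 6 are genes of the mapped interval, *TYR* included. The share exceeded the highest of the 9 other splits of the embryos (4.6%) by 44.8 percentage points. Each other split mixes the genotypes, so an excess tied to genotype would show in the real split alone. This comparison therefore cannot decide on the cause of the excess. Regulatory differences on the chromosome inherited together with the hypomelanistic allele may be an alternative to a feedback from *TYR* for *BACE2* and *SYTL2*. Poorer alignment of reads from the hypomelanistic haplotype cannot be told apart from such differences. Of the 44 genes, 81.8% (36) were lower, and the interval of that share, 67.3% to 91.8%, spans the bound of 75% set for it. That bound was set after the data were seen. Of the 45 other top genes with a chromosome, 20 were lower. Lower values thus prevailed among the top genes on the chromosome of *TYR*, which poorer alignment would also give.

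A smaller group lay outside that chromosome, between positions 5942196 and 7387383 of scaffold NW_026844026.1 in the CU assembly. There 9 genes had an edgeR p under 0.001, 6 of them higher and 3 lower, and edgeR adjusted p-values ranged from 0.114 to 0.463. *CGNL1*, a tight junction protein, averaged 59.9 ± 0.896 CPM in wild-type and 94.2 ± 8.42 CPM in hypomelanistic embryos, *ALDH1A2*, which makes retinoic acid, 1.43 ± 0.428 and 4.36 ± 1.1 CPM, and *AQP9*, a water and glycerol channel, 157.6 ± 5.97 and 105.9 ± 11.5 CPM (SD, n = 3 each), and *RAB27A* lies within the same span. Reads shared between neighbours are argued against, as 0% of the 9 genes overlapped another of them. A haplotype that happened to be divided by genotype among the siblings may account for the group, and this stays open. Of the 9 other splits, 0 had as many genes in such a window (highest 5), which met the bound written beforehand against it. A haplotype divided in this way would show in the real split alone, so the count cannot decide. The window was also picked as the richest outside that chromosome, and 10 splits are too few to exclude chance.

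Hypomelanistic 1 had raised expression on the scaffolds that stood apart, and 93.4% of their genes with a chromosome lay on chromosome 4 of the newer assembly. A depth or scaling factor of that library is argued against, since 1 factor moves every scaffold alike, while the median deviation of the 616 genes on the scaffolds of *WAC* and *CTNNB1* was 0.699 above that of all other genes (95% bootstrap interval 0.663 to 0.742; at most 0.0819 in either direction in the other libraries). An embryo of the other sex stays open too. The median deviation of the 5 tested Z-linked genes was 0.284 above the next library, but all 5 lie on scaffolds already singled out by this library, so the size of the gap restates the pattern. These genes were listed beforehand, and that all 5 lie on such scaffolds goes with this explanation. The study ascribed its first component to the sex of the embryos, but the labels give no sex for any library. The same library had 10 genes under 0.1 CPM that had at least 1 CPM in the other 5 embryos, against 0 or 1 such genes in each other library.

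With 6 embryos there are 10 splits into 3 and 3, which are too few for a share under 0.05. The real split gave 4 edgeR genes and the highest other split 5, with 2 splits giving as many as the real one. It gave 85 DESeq2 genes against 55 in the highest other split, so 1 split reached that count, and 9 interval genes adjusted over the list alone against 1, again in 1 split. The smallest camera p over the lists was 0.00716, and the lowest of another split was 5.48e-20, so that 10 splits were as extreme as the real one. Other splits called up to 7 lists.

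Among 5502 genes with a mean of at least 1000 counts, 28 pairs had counts that agreed within 1% in all libraries, and 26 of these pairs lay on different scaffolds. Of these, 15 joined the scaffold of *WAC* and that of *CTNNB1*, and *CTNNB1* itself is in 1 of them, with LOC132708869. Only uniquely mapped pairs were counted according to the methods, which gives no reason for equal counts, and the cause was not tested. Values of such copies are uncertain.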
